A study of Mus musculus with 116 samples.

How the data were processed

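The material was 116 sequencing libraries from 2 mouse cell lines. C10 is a line of alveolar type II epithelial cells, the cells that make surfactant in the lung, and SVEC is a line of endothelial cells, which line blood vessels. All libraries came from nanoSPLITS, a method in which the lysate of 1 or a few cells is held in a nanodroplet and the droplet is split, so that one portion can be used for RNA sequencing and the other for protein measurement. Only the RNA side was analysed here. Per the labels' protocols, full-length cDNA was made with a SMART-Seq v4 Plus kit and sequenced as single reads of 150 bases on an Illumina NextSeq instrument.

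The files deposited by the authors held whole-number read counts, 1 file per library, in the layout of the htseq-count program: 40202 gene symbols and 5 closing counters for reads that were not assigned to a gene. The labels and the deposited files state no aligner, counting program, version, genome build, annotation or strand setting for these counts. No molecular identifiers are described, so PCR copies of a molecule were counted as separate reads, and intervals and detection floors below cover counting error only. Of the gene symbols, 38730 were listed in the RefSeq annotation of assembly GRCm38.p6 and 1472 were not, so the files' build was not taken to be that assembly. That annotation was used only for gene names, for the list of mitochondrial genes and for which genes overlap, and coordinates were left out.

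Libraries were grouped from the labels: C10 libraries of an input series made from 1 cell (n = 8), 3 cells (n = 6) and 10 cells (n = 6), and single-cell libraries of C10 (n = 48) and SVEC (n = 48). The C10 single cells and the C10 1-cell libraries were kept apart because the labels list them as separate series. No sequencing batch was given for the libraries, so a batch effect between groups could not be separated from the groups. The closest pair of libraries in each group was compared by a chi-square test over genes with at least 20 counts. The lowest statistic per degree of freedom was 55.8, far above sampling noise, so no library was treated as a second deposit of another.

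From the counts, each library was given its total count over genes, its number of genes with at least 1 count, the share of counts on mitochondrial genes, and counts scaled to a library total of 1000000 (CPM). The tests had been planned on mitochondrial genes named with the prefix mt-. In the deposited files some mitochondrial genes carry that prefix, such as mt-Rnr2, and others do not, such as CYTB and COX1. The 37 genes that the RefSeq annotation places on the mitochondrial genome were therefore used. Libraries with fewer than 1000 counts were left out of everything except total counts and genes detected. This removed 2 C10 single-cell libraries and left 46.

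Total counts (as log2), genes detected, mitochondrial shares and panel scores were compared by two-sided permutation tests of the difference of group means. All splits were enumerated exactly for the input series. Other comparisons used 100000 resamples, for which the smallest possible p-value is 1e-05. Resemblance of libraries was measured as the mean pairwise Pearson r of log2(CPM + 1) and compared by permuting library labels. Benjamini-Hochberg adjustment was made over the comparisons of one measure, or over the 4 gene panels. The panels were written before the data were examined: 18 endothelial genes, 16 alveolar epithelial genes, 43 S phase genes and 54 G2/M phase genes. A panel score is the mean of log2(CPM + 1) over its genes.

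Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 on the counts as deposited, with TMM factors and Benjamini-Hochberg adjusted p-values under 0.05. The input series was fitted as 1 model over 3 groups, with genes detected in at least 50% of the libraries of at least 1 group. The single cells were fitted as a model of 2 groups, with genes detected in at least 25% of the libraries of at least 1 group. Standard errors were taken from the F statistic. The genes named were fixed by rule before the data were examined. Among genes past the threshold and detected in at least 90% of the libraries of the higher group, they were the 5 with the largest fold change in each direction for C10 against SVEC, and the 3 in each direction for 10 cells against 1 cell. A gene that met the rule is not reported here. Where every library of the lower group had at most 3 counts, the fold was computed against a floor of 3 counts per library and is a lower bound.

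The gene tests were tested on simulated counts with the real genes' means, dispersions and library sizes. In simulated single cells, edgeR recovered 90.6% of 191 genes changed by 4 on the log2 scale, but 49.3% of its calls were unchanged genes. With no gene changed, it called 36 of 8717 genes. The limma test on log2(CPM + 1) recovered 50.3% of the same genes, with 9.43% of its calls false, and DESeq2 recovered 76.4% with 46.1% false. In the simulated input series, edgeR recovered 1 of 192 genes changed by 4 on the log2 scale with 0 false calls. At a change of 8 it recovered 59.2% of 196 genes, and 27.5% of its calls were false. DESeq2 recovered 25.5% of the 192 genes changed by 4, and 75% of its calls were false. A count of edgeR calls in these sparse libraries therefore includes false calls, and limma counts are given beside it. The edgeR test was kept because it had been fixed before the data were examined.

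Alternatives covered the scaling (TMMwsp, DESeq2 size factors, library totals alone), the filter on low counts, the test (DESeq2 1.42.0, and limma 3.58.1 with pseudocounts of 1 and 0.1), a fold threshold, the detection rate as a covariate, minimum depth, counts drawn down to a common total, and replicate number as a block. Replicate numbers are those in the library titles, and the labels do not say what they stand for. Added after the data were seen were the 2 mitochondrial rRNA genes alone for the mitochondrial share, fits without each of the 1-cell libraries in turn, and a fit at full depth of the 87 single-cell libraries that were drawn down. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 ran the other computations.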

Results

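RNA was measured by full-length cDNA sequencing in C10 and SVEC libraries prepared by nanodroplet splitting. The input series held 8 libraries of 1 C10 cell, 6 of 3 cells and 6 of 10 cells. The single-cell set held 48 C10 and 48 SVEC libraries. Values are read counts per gene as deposited.

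Sequencing depth was first compared between groups, because it sets how many genes a library can show. Libraries of 1 cell held 9924700 ± 4857020 counts (mean ± SD, n = 8), with a range of 430798 to 15385625. Libraries of 3 cells held 10864000 ± 2312280 counts (SD, n = 6) and libraries of 10 cells 11496000 ± 2528970 counts (SD, n = 6). The totals of these 3 groups did not differ by more than the spread between libraries (exact permutation tests, two-sided, adjusted p = 0.694 for each of the 3 pairs). The C10 single cells held 2069440 ± 1463910 counts (SD, n = 48) and the SVEC single cells 604538 ± 578091 counts (SD, n = 48). Totals of C10 single cells were higher than those of SVEC by 1.66 on the log2 scale (permutation test, two-sided, adjusted p = 0.00225). They were lower than the C10 1-cell libraries of the input series by a log2 difference of -2.70, which did not pass the threshold (permutation test, adjusted p = 0.0502). In the latter comparison, leaving out libraries with fewer than 100000 counts gave -2.08 with an adjusted p of 0.0001. Of the C10 single-cell libraries, replicate 37 held 971 counts, of which 95.1% fell on Nras (Wilson 95% interval 93.5% to 96.3%), and replicate 48 held 56 counts. At the depth of a median SVEC library, the smallest share that 3 counts can show was 0.000695%, against 0.000167% for a median C10 single cell.

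The input series asks how much of the transcriptome a library retains as the number of cells falls. Libraries of 1 cell detected 7148 ± 3223 genes (SD, n = 8), libraries of 3 cells 10212.5 ± 936 genes (SD, n = 6) and libraries of 10 cells 12763 ± 991 genes (SD, n = 6). The 10-cell libraries exceeded the 1-cell libraries by 5615 genes (exact permutation test, two-sided, adjusted p = 0.0050) and the 3-cell libraries by 2550.5 genes (adjusted p = 0.00722, exact permutation test). The 3-cell libraries exceeded the 1-cell libraries by 3065 genes (adjusted p = 0.0366, exact permutation test). With replicate number as a block over the 6 shared numbers, the differences were 5527.5 genes for 10 cells against 1 cell (exact sign-flip permutation, adjusted p = 0.0469), 2550.5 for 10 against 3 cells (adjusted p = 0.0469) and 2977 for 3 cells against 1 cell (adjusted p = 0.0625). Same-numbered libraries of the 3 groups ranked alike in genes detected, with a mean rank correlation of 0.771 (exact permutation test, one-sided, adjusted p = 0.0117 over 4 measures), a test chosen after the data were seen. Drawing the counts of every library down to 430798 moved the difference between 10 cells and 1 cell most, to 5014 genes. Pooled over libraries, 15151 genes were detected in at least 1 of the 1-cell libraries and 17733 in at least 1 of the 10-cell libraries. Genes detected in every library numbered 306 for 1 cell, 5204 for 3 cells and 8180 for 10 cells. The first is held down by the library with 538 genes, and the other 7 libraries of 1 cell shared 2787 genes.

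**Figure D1:**
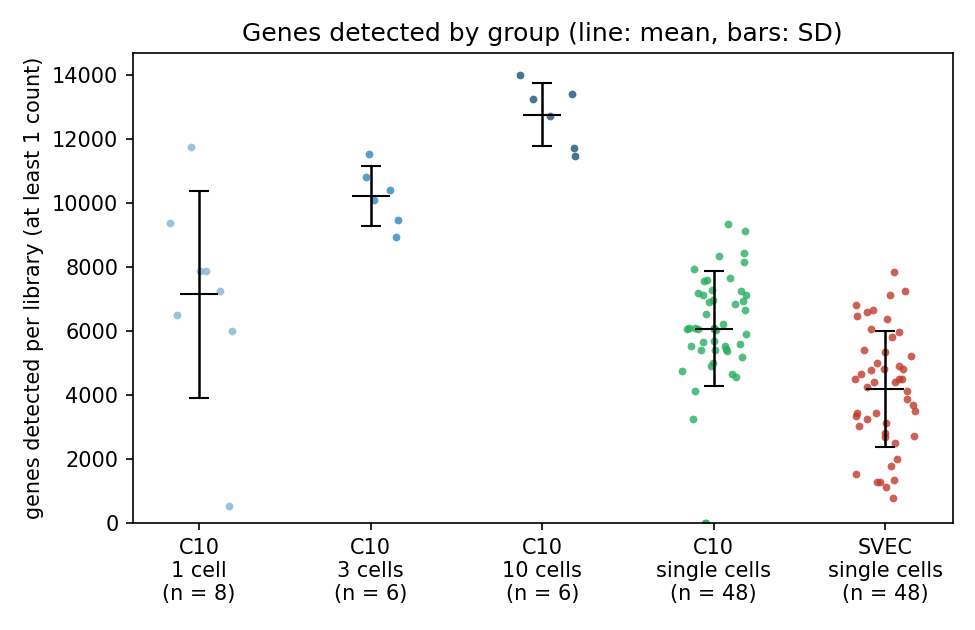
Genes detected per library with at least 1 count (vertical axis, number of genes) in the 5 groups (horizontal axis). Points are libraries, the long line is the group mean and the bars are 1 SD. Group means rise from 7148 genes for 1 cell to 12763 for 10 cells, and the 1-cell library at 538 genes lies far below the rest of its group.

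Replicate libraries resembled each other more as more cells were pooled. The mean pairwise Pearson r of log2(CPM + 1) was 0.448 over the 28 pairs of 1-cell libraries, 0.709 over the 15 pairs of 3-cell libraries and 0.807 over the 15 pairs of 10-cell libraries. The difference between 10 cells and 1 cell was 0.360 (exact permutation test of library labels, two-sided, adjusted p = 0.0010). That between 3 cells and 1 cell was 0.261 (adjusted p = 0.00849) and that between 10 and 3 cells 0.0983 (adjusted p = 0.0108). Replicate 1 of the 1-cell group had a mean r of 0.158 with its group, which lowers the 1-cell mean. The differences were not recomputed without it. The medians over pairs, which depend less on 1 library, were 0.514 for 1 cell, 0.704 for 3 cells and 0.806 for 10 cells. Restricting the comparison of 10 cells with 1 cell to genes detected in every library of the input series reduced the difference to 0.135, with the same direction and an adjusted p of 0.0010. That set holds at most 306 genes, the number detected in every 1-cell library, which is held down by replicate 1. It therefore covers only a small part of the genes.

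The mitochondrial share of counts was 17.4% ± 20.1 in 1-cell libraries (SD, n = 8) and 9.87% ± 4.12 in 10-cell libraries (SD, n = 6). The difference of -7.55 percentage points was within the spread between libraries (exact permutation test, two-sided, adjusted p = 0.512).

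Gene by gene, the input series asks which transcripts depend on the number of cells pooled. Between 10 cells and 1 cell, 1456 of 13645 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 1444 of them higher with 10 cells and 12 lower. The detection-rate covariate and replicate number as a block each brought this count to 0 genes, with 1373 and 3012 genes at an unadjusted p under 0.05. Genes detected ranged from 538 to 11764 with 1 cell and from 11477 to 13990 with 10 cells. The covariate therefore nearly separates these groups and takes up much of any effect of cell number. Replicates 13 and 14 occur only in the 1-cell group, so they add nothing to the blocked comparison. Neither 0 on its own shows that the calls are false. Gene-level deviations of same-numbered libraries correlated at -0.00564 in this comparison. The limma test on log2(CPM + 1) called 1410 genes, of which 564 were shared with edgeR. Of the 1456 genes, 756 had no counts in any 1-cell library, and leaving out the 1-cell library with 538 genes reduced the count to 336. Leaving out any other 1-cell library, a test chosen after the data were seen, gave 1086 to 2769 genes. Between 3 cells and 1 cell, 866 genes passed, 828 higher with 3 cells and 38 lower, while the limma test called 121 genes. The block brought this count to 0 genes as well, with 1590 at an unadjusted p under 0.05 and a same-number correlation of 0.0284. Between 10 cells and 3 cells, 0 genes passed, with 1346 genes at an unadjusted p under 0.05, while the limma test called 35 and the DESeq2 test 217. In the simulated input series with genes changed by 4 on the log2 scale, 75% of DESeq2's calls were false and limma made 0 calls, while edgeR recovered 1 of 192 changed genes. At a change of 8, limma recovered 16.8% of 196 genes with 0 false calls. That simulation held only the 1-cell and 10-cell groups, so the power of the test of 10 against 3 cells was not measured. The 0 of edgeR is therefore not taken to rule out differences. With the block 0 genes passed, with 1313 at an unadjusted p under 0.05 and a same-number correlation of 0.0165.

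The genes named by the rule for 10 cells against 1 cell were Rab27b, Slc6a8 and Tmem43, chosen from 381 eligible genes higher with 10 cells. No gene lower with 10 cells was eligible. Each of the 3 had 0 counts in all 8 libraries of 1 cell. There, 3 counts made up a median of 3.05e-05% of a library's counts, but 0.000696% in replicate 1. The floor used for the folds is the mean over the 8 libraries, 1.12 CPM, so replicate 1 largely sets these lower bounds. Rab27b stood at 104 ± 67.9 CPM in the 10-cell libraries (SD, n = 6), at least 92.4-fold higher than that floor. Its edgeR log2 fold change was 12.94 with a standard error of 2.16 and an adjusted p of 0.0230. Slc6a8 stood at 83.0 ± 72.4 CPM and was at least 74.0-fold higher, with a log2 fold change of 12.61, a standard error of 2.24 and an edgeR adjusted p of 0.0230. Tmem43 stood at 80.5 ± 32.0 CPM and was at least 71.8-fold higher, with a log2 fold change of 12.58, a standard error of 2.00 and an edgeR adjusted p of 0.0230. The log2 fold changes rest on groups of zeros and have no upper limit that the counts can set. In the RefSeq annotation, Rab27b overlaps Gm41770 and Slc6a8 overlaps Gm32261, and the strand setting of the counts is not stated, so reads of these 2 genes are uncertain.

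The single cells ask whether the 2 lines can be told apart by their transcripts. C10 single cells detected 6083 ± 1803 genes (SD, n = 48) and SVEC single cells 4197 ± 1817 genes (SD, n = 48). The difference of 1886.5 genes exceeded the spread between libraries (permutation test, two-sided, adjusted p = 5e-05). Drawing 45 C10 and 42 SVEC libraries down to 130944 counts reduced it to 890 genes (adjusted p = 0.0013). The difference in genes detected between C10 single cells and the C10 1-cell libraries was -1064, within the spread (permutation test, adjusted p = 0.173). Drawing both down to 147254 counts reversed that difference to 1114 genes more in the C10 single cells (adjusted p = 0.0123). The mitochondrial share was 7.47% ± 3.80 in C10 (SD, n = 46) and 4.84% ± 4.60 in SVEC (SD, n = 48), a difference of 2.62 percentage points (permutation test, two-sided, adjusted p = 0.00112).

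The mean pairwise r was 0.624 among C10 single cells, 0.480 among SVEC single cells and 0.512 between the lines. Correlations within lines exceeded those between lines by 0.0371 on average (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Each library was also compared with the mean profile of either line, computed without that library. All 46 C10 and all 48 SVEC libraries correlated more with the mean of their own line, by 0.0278 to 0.0698 for C10 and by 0.0256 to 0.0594 for SVEC.

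**Figure D2:**
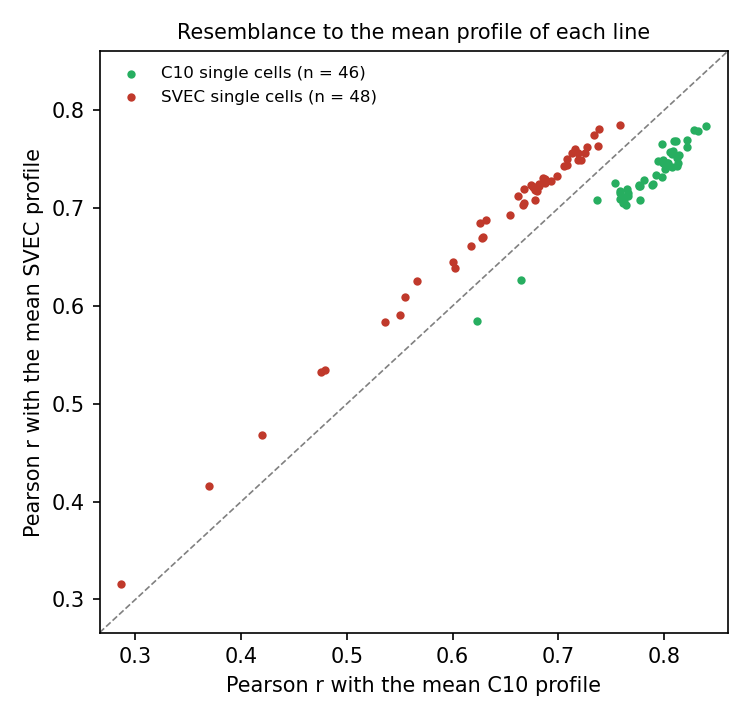
Pearson r of each single-cell library with the mean C10 profile (horizontal axis) and with the mean SVEC profile (vertical axis), both without units. Points are libraries, 46 of C10 and 48 of SVEC, and the dashed line marks equal correlation. The C10 libraries all lie below the line and the SVEC libraries all lie above it.

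Between C10 and SVEC single cells, 1754 of 9303 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 1337 higher in C10 and 417 higher in SVEC, so that 76.2% were higher in C10. TMM scaling placed the median log2 fold change of all tested genes at 0.35. With library totals alone the median was -0.002, and 57.9% of 1590 calls were higher in C10. The filter on low counts moved the count most, to 5437 genes without it and to 489 with genes detected in at least 90% of the libraries of a line. The limma test on log2(CPM + 1) called 3195 genes, of which 1425 were shared with edgeR.

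The 5 named genes higher in C10 were Crip1, Efemp1, Gm41958, Igfbp4 and Basp1, chosen from 499 eligible genes. Crip1, Efemp1 and Gm41958 had counts in all 46 C10 libraries and 0 counts in all 48 SVEC libraries. In SVEC, 3 counts made up a median of 0.000695% of a library's counts, but 0.0586% in replicate 9, which held 5122 counts. The floor used for the folds is the mean over the 48 libraries, 34.3 CPM, so the lower bounds depend on such shallow libraries. Crip1 stood at 1411 ± 1124 CPM in C10 (SD, n = 46) and was at least 41.1-fold higher than that floor (edgeR log2 fold change 13.87, standard error 0.43, adjusted p = 8.26e-35). Efemp1 stood at 622 ± 423 CPM and was at least 18.1-fold higher (edgeR log2 fold change 12.75, standard error 0.44, adjusted p = 2.57e-32). Gm41958 stood at 69.4 ± 53.4 CPM and was at least 2.02-fold higher (edgeR log2 fold change 9.55, standard error 0.59, adjusted p = 4.09e-20). It overlaps Gm34056 in the RefSeq annotation, so its reads are uncertain. Igfbp4 stood at 299 ± 161 CPM in C10 and 1.09 ± 6.17 CPM in SVEC (SD, n = 48), with counts in 45 C10 and 3 SVEC libraries (edgeR log2 fold change 8.18, standard error 0.58, adjusted p = 1.12e-22). Basp1 stood at 49.2 ± 48.3 CPM in C10 and 1.14 ± 4.23 CPM in SVEC, with counts in 42 C10 and 6 SVEC libraries (edgeR log2 fold change 5.36, standard error 0.69, adjusted p = 4.40e-10).

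The named genes higher in SVEC were H2-D1, H2-K1, H2-Q1 and H2-T-ps, chosen from 32 eligible genes. H2-D1, a class I major histocompatibility gene, stood at 927 ± 555 CPM in SVEC (SD, n = 48) and 11.1 ± 19.4 CPM in C10 (SD, n = 46), with an edgeR log2 fold change of -6.01, a standard error of 0.49 and an adjusted p of 6.42e-19. H2-K1 stood at 1889 ± 1270 CPM in SVEC and 37.6 ± 32.2 CPM in C10 (edgeR log2 fold change -5.22, standard error 0.39, adjusted p = 1.01e-21). H2-Q1 stood at 204.5 ± 154 CPM in SVEC and 4.13 ± 4.51 CPM in C10 (edgeR log2 fold change -5.17, standard error 0.44, adjusted p = 2.14e-18). H2-T-ps stood at 96.5 ± 63.5 CPM in SVEC and 3.69 ± 4.79 CPM in C10 (edgeR log2 fold change -4.28, standard error 0.52, adjusted p = 5.78e-11), and it overlaps BC023719 in the RefSeq annotation. These 4 genes belong to a family of near-identical copies. The closing counter for reads aligned to more than 1 place was 0 in the C10 and SVEC libraries. The files do not say whether reads that fit several copies were given to 1 copy or removed earlier, so the split among the 4 genes is uncertain.

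**Figure D3:**
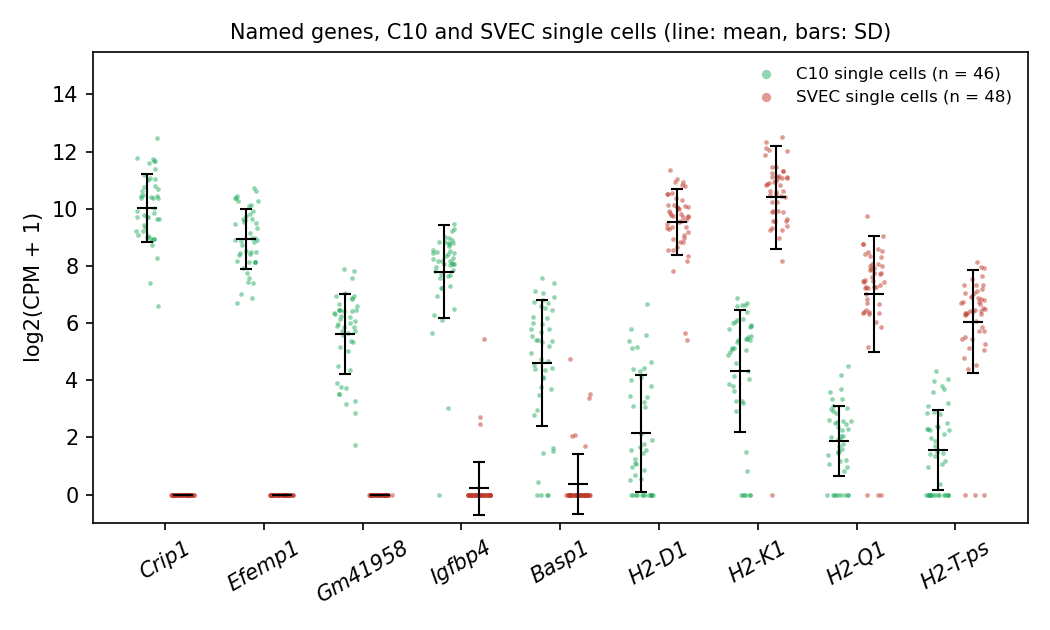
Expression of the 9 named genes as log2(CPM + 1) (vertical axis) in C10 (n = 46) and SVEC (n = 48) single cells, with genes along the horizontal axis. Points are libraries, the long line is the mean and the bars are 1 SD. Crip1, Efemp1 and Gm41958 lie at 0 in every SVEC library, while the mean of H2-K1 is 10.4 in SVEC and 4.34 in C10.

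Genes that mark the tissue of origin of the lines were compared as panels. The endothelial panel differed between C10 and SVEC by -0.06 on the log2(CPM + 1) scale, within the spread (permutation test, two-sided, adjusted p = 0.113). None of its 18 genes was detected in at least 50% of the libraries of either line. Flt1 was the most frequent of them, in 13 of 46 C10 libraries and 8 of 48 SVEC libraries. Its mean was nevertheless 0.592 ± 2.86 CPM in C10 (SD, n = 46) and 11.4 ± 31.1 CPM in SVEC (SD, n = 48). The C10 libraries were deeper, so numbers of libraries with counts favour C10. The alveolar epithelial panel was higher in C10 by 0.14 (adjusted p = 0.00168, permutation test). Its scores were near 0, at 0.194 ± 0.240 in C10 (SD, n = 46) and 0.0555 ± 0.123 in SVEC (SD, n = 48). None of the panel alternatives drew counts down, so an effect of the deeper C10 libraries was not tested directly. Of the 16 genes of this panel, Cdh1 alone reached 50% of the libraries of a line, with counts in 24 of 46 C10 libraries and 1 of 48 SVEC libraries. Cdh1 averaged 1.01 ± 2.45 CPM in C10 and 0.0300 ± 0.208 CPM in SVEC (SD). The surfactant genes Sftpa1, Sftpb, Sftpc and Sftpd had 0 counts in all 94 libraries. Of the cell cycle panels, S phase genes were lower in C10 by a difference of -1.13 (adjusted p = 0.00284, permutation test), and G2/M genes did not differ by more than the spread (-0.26, adjusted p = 0.570). Subtracting random gene sets matched on mean expression brought the G2/M difference to -1.04 (adjusted p = 0.0095) and the endothelial difference to -0.0943 (adjusted p = 0.00608), both past the threshold.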

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

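The tests in this part were chosen after the results were seen. Over 7 measures in each of the 3 input groups, 21 groups of values were tested for a library far from the others, and 6 stood out. About 1 of 20 such groups, or 1.05 here, would do so by chance.

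In the 1-cell group, replicate 1 stood apart on 3 measures. Its mitochondrial share was 64.6% (Wilson 95% interval 64.5% to 64.8%), against 6.17% to 25.6% in the other 7 libraries. Of its reads, 95.1% were not aligned (interval 95.1% to 95.2%), against 21.9% to 50.96% in the others. Its mean r with the rest of its group was 0.158, against 0.420 to 0.491. It detected 538 genes, the fewest of the group, from 430798 counts. A failed or nearly empty 1-cell library is a candidate explanation: 3 of the 4 values that stood out in the 1-cell group fell on this library. Low depth alone does not give so few genes, because the other 7 libraries of 1 cell, drawn down to the same total, still detected 3295 to 8254 genes. No biological explanation was tested.

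The remaining one was the Malat1 share of replicate 14 of the 1-cell group, at 0.1804% of counts (interval 0.177% to 0.183%), against 0 to 0.0712% in the others. In the 10-cell group, replicate 9 had a Malat1 share of 1.203% (interval 1.197% to 1.208%), against 0.0116% to 0.217% in the other 5 libraries. Replicate 9 had 14778988 counts, so depth does not account for it. The spread of Malat1 is taken up again under the other observations. Replicate 1 of the 10-cell group had a mitochondrial share of 17.8% (interval 17.7% to 17.8%), against 6.83% to 10.6% in the others, with 11477 genes detected and 20.3% of reads not aligned. Replicate 1 had the highest mitochondrial share (64.6%, 16.7% and 17.8%) and the fewest genes detected (538, 8933 and 11477) in the groups of 1, 3 and 10 cells alike. It also had the lowest total counts in each. Whether the shared number reflects a common step of preparation cannot be told from the labels, and the ranks of same-numbered libraries are taken up under the other observations. Apart from depth for replicate 9, no explanation was tested for the 2 Malat1 values.

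Reads that were not aligned belong to none of the comparisons above. They made up 41.7% ± 24.0 of reads in 1-cell libraries (SD, n = 8), 19.1% ± 3.18 in 3-cell libraries (SD, n = 6) and 19.0% ± 3.60 in 10-cell libraries (SD, n = 6). The mean of 1 cell exceeded that of 10 cells by 22.8 percentage points (exact permutation test, two-sided, p = 0.0147). A single outlying library could produce such a difference, but the medians still differed by 12.3 percentage points without replicate 1 (exact permutation test, p = 0.0373). What these reads contain was not tested, since only counts were at hand. Adapter or primer products, reads of another organism and the lower amount of starting RNA cannot be told apart here.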

How the results depend on the processing

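Of 187 recomputed values for 36 results, 152 kept their direction and their side of the threshold, or stayed within 1.5 times the reported count. Of the 152, 12 repeat the reported value because the alternative removed nothing (7 cuts at 100000 counts, 2 panel filters and 3 fold thresholds), so they do not test it. Counts within the limit can still differ: for C10 against SVEC, the C10 1-cell libraries in place of the C10 single cells gave 2491 genes against 1754, with 698 shared and an r of 0.605 between log2 fold changes, and DESeq2 gave 1212 against 866 for 3 cells against 1 cell. The others were 4 weaker, 4 stronger, 26 counts that moved and 1 reversal. The mitochondrial rRNA genes alone, the fits that each leave out a 1-cell library by number and the fit of the drawn libraries at full depth were chosen after the data were seen, and the other alternatives before. The first left the direction and call of both mitochondrial results unchanged. The 12 alternatives for replicate resemblance, the 5 for within-line minus between-line correlation, and the 6 each for the S phase and alveolar epithelial panels changed no direction or call. None of the panel alternatives drew counts down to a common total. Causes were not tested unless a value is given.

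For 10 cells against 1 cell, the reported 1456 genes became 455 with DESeq2 size factors in edgeR, 48 with no filter on low counts, 412 with genes detected in at least 90% of the libraries of a group, 2520 with limma at a pseudocount of 0.1, 336 without the library under 1000 genes and 0 with the detection rate as a covariate. For 3 cells against 1 cell, the reported 866 became 197, 65, 281, 259, 32 and 0 under the same alternatives in that order, 121 with limma at a pseudocount of 1, and 570 with only the 2 groups compared in the fit. For 10 cells against 1 cell, leaving out any other single 1-cell library gave 1086 to 2769. At an unadjusted p under 0.05 the covariate left 1373 and 2131 genes. The covariate rises with cell number, so a result of 0 with it does not alone show that the calls are false. For 10 cells against 3 cells, the reported 0 became 217 with DESeq2, 35 and 74 with limma at pseudocounts of 1 and 0.1, and 2 with the covariate. DESeq2 size factors moved the median log2 fold change of all genes in the 10-cell comparison from 0.36 to -0.50.

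For C10 against SVEC, the reported 1754 genes became 5437 with no filter, 489 with the stricter filter, and 3195 and 3939 with limma at pseudocounts of 1 and 0.1. The share higher in C10, 76.2% as reported, was 57.9% with library totals alone, 54.4% with the covariate, 62.3% with 87 libraries drawn down (82.6% of 1958 calls for these at full depth), 61.1% with no filter, and 89.7% and 92.6% with limma at the same pseudocounts.

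With replicate number as a block, 0 genes passed for 10 cells against 1 cell and 0 for 3 cells against 1 cell, with 3012 and 1590 at an unadjusted p under 0.05, and 3102 passed for C10 against SVEC, 90.4% of them higher in C10. Replicates 13 and 14 of the 1-cell group have no same-numbered library in the input series, so they add nothing to its blocked comparisons. The block gave 2977 more genes detected for 3 cells against 1 cell (exact sign-flip permutation, adjusted p = 0.0625) and raised the adjusted p of Rab27b, Slc6a8 and Tmem43 to 0.0727. Deviations of same-numbered libraries correlated at -0.00564, 0.0284 and 0.0165 in the input series (10 against 1, 3 against 1, 10 against 3 cells) and at 0.00343 between the lines. The second exceeded that of different-numbered libraries (exact permutation test, one-sided, p = 0.0181). These are values over genes, and same-numbered libraries did rank alike in genes detected.

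The difference in total counts between C10 single cells and C10 1-cell libraries passed the threshold without libraries under 100000 counts (-2.08) and by medians (-2.47). Their difference in genes detected reversed to 1114 when counts were drawn down, with adjusted p from 0.0123 to 0.83 over its alternatives, so its direction depended on depth. Subtracting matched random gene sets took the endothelial panel (-0.0943) and the G2/M panel (-1.04) past the threshold. Adjusted p ranged from 0.00608 to 0.733 and from 0.0095 to 0.872 over their alternatives. Depth limits the single-cell comparison: the floor of 3 counts averages 34.3 CPM in SVEC, a mean raised by the shallowest libraries.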

Other observations

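The tests in this part were all chosen after the results above were seen. The 2 gene panels added here (nuclear lncRNAs and interferon-induced genes) were also drawn up after the data had been looked at, without the genes first noticed.

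The counts of genes that differed were set against other splits of the same libraries, made by exchanging same-numbered libraries between the groups. These splits part the same pairs as the real one and differ only in which member of each pair sits in which group. For 10 cells against 1 cell, 1 of 64 splits, the real one, gave as many as 1456 genes, and the next gave 974. For 3 cells against 1 cell, 2 of 64 splits gave at least 866 genes, and one other gave 1242. For 10 cells against 3 cells, all 32 splits gave 0 genes or more, as any split must when the real count is 0. For C10 against SVEC, 1 of 40 splits gave as many as 1754 genes, and the other splits had a median of 75 and a maximum of 150.

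Nearly every gene that differed between 10 cells and 1 cell was higher with 10 cells. Transcripts missing from the 1-cell libraries are a candidate explanation. Of the 2859 genes detected in at least 7 of the 8 libraries of 1 cell, 1.05% were called, against 10.7% of all tested genes, but this does not test the explanation. A gene much lower with 1 cell seldom enters a set chosen by detection in the 1-cell libraries, and in the simulated input series edgeR recovered only 1 of 192 genes changed by 4 on the log2 scale. Genes with counts in at most 2 of the 1-cell libraries made up 81.5% of the calls and 32.3% of the tested genes. Leaving out the 1-cell library with 538 genes reduced the count to 336. The loss of any 1 library does not account for that, since each of the other 7 left out in turn gave at least 1086 genes, with a median of 1215 and a highest count of 2769. A biological dependence on cell number cannot be told apart from missing transcripts.

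Of the genes that differed between the lines, 76.2% were higher in C10, the more deeply sequenced line. With 45 C10 and 42 SVEC libraries drawn down to one total, 62.3% of the calls were higher in C10, against 82.6% for the same 87 libraries at full depth. With the 94 libraries at full depth, scaling by library totals alone gave 57.9%. The larger depth of the C10 libraries may account for part of the imbalance, but the scaling alone also moved the share, and the 2 cannot be told apart here.

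H2-D1 and other genes of the interferon response were among the genes higher in SVEC, which led to a test of 36 interferon-induced genes that had not been noticed first. Their panel score differed between C10 and SVEC by -1.64 (permutation test, p = 1e-05, the smallest possible), with means of 1.30 ± 0.413 in C10 (SD, n = 46) and 2.94 ± 1.16 in SVEC (SD, n = 48). The score of 30 of 48 SVEC libraries lay above the highest C10 library. Of the 24 panel genes that could be tested, 12 were higher in SVEC and 0 higher in C10 in edgeR's test, and 22 had the sign of SVEC. Depth does not account for it: the difference was -1.81 after drawing 45 C10 and 42 SVEC libraries down to one total. With TMM factors it was -1.53 and with DESeq2 size factors -1.44. The pattern suggests an interferon-type programme that is more active in the SVEC cells, as a hypothesis. Differences in library batch or in the strain of the lines were not tested.

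The cell cycle panels varied between the cells of each line by more than random gene sets of the same abundance. In C10, the SD of the S phase score was 1.52 and that of the G2/M score 2.18, against medians of 0.582 and 0.600 over 1000 random sets. In SVEC, the SDs were 1.76 and 2.23, against 1.27 and 1.23. In each of the 4 tests the panel lay at percentile 100 of the random sets. Sampling noise common to all genes of that abundance therefore does not account for the spread, which is consistent with cells of different cycle stages. Co-regulated gene sets unrelated to the cell cycle were not tested as a comparison.

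Malat1, a nuclear noncoding RNA, took 0.000581% to 7.12% of the counts of C10 single cells and 0 to 7.42% of those of SVEC. An uneven division of nuclear material when the droplet is split is a candidate explanation, and would make other nuclear RNAs rise with Malat1. Against a panel of 12 other nuclear lncRNAs, SVEC cells gave a Pearson r of 0.592 (permutation p = 4e-05, adjusted 0.0004) and a Spearman rho of 0.656 (p = 1e-05, the smallest possible, adjusted 0.0001) over 48 libraries. Without the 2 libraries farthest from the median Malat1 level, r was 0.609. Panels of random genes matched on mean expression gave a median rho of 0.249, and the lncRNA panel lay at percentile 100 of 1000 such sets, of which the highest gave 0.602. Malat1 also rose with the number of genes detected in SVEC (rho = 0.402, p = 0.00483, adjusted 0.0242, r = 0.333, adjusted 0.103). Libraries that show more of any gene set do not account for all of the panel's relation, since the matched sets share that feature. The panel rests on few genes: 6 of the 12 had 0 counts in all 48 SVEC libraries. The rho with Malat1 was 0.7103 for Neat1 (detected in 18 libraries), 0.501 for Airn (15 libraries) and 0.0965 for Tug1 (28 libraries). In C10 the relation was not detectable, with an r of 0.292 (p = 0.0488, adjusted 0.163), a rho of 0.228 (p = 0.127, adjusted 0.319) over 46 libraries and an r of 0.157 without the 2 farthest libraries.

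No other sign of such a division passed the threshold. Such a division would make the mitochondrial share fall as Malat1 rises. Adjustment covered 10 relations. Malat1 against the mitochondrial share gave an r of 0.0689 (p = 0.621) and a rho of 0.104 (p = 0.490, adjusted 0.668) in C10, and an r of 0.0849 (p = 0.556) and a rho of -0.203 (p = 0.166, adjusted 0.331) in SVEC. In SVEC, replicates 24 and 48 had the highest mitochondrial shares, 27.5% and 22.4%. Their Malat1 shares were also high, at 4.29% and 1.62% against a median of 0.194%. The relation was not recomputed without these libraries, so a fall among the others is not ruled out. For Malat1 against the share of aligned reads outside annotated exons, rho was 0.231 (adjusted 0.319, r = 0.119) in C10 and 0.0449 (adjusted 0.848, r = 0.187) in SVEC. The number of genes detected gave a rho of 0.0281 (adjusted 0.852, r = 0.130) in C10. Library depth gave a rho of -0.0932 (adjusted 0.668, r = -0.101) in C10 and -0.173 (adjusted 0.394, r = -0.147) in SVEC. The spread of Malat1 in SVEC therefore may reflect uneven division or differences between cells, which cannot be told apart, and in C10 none of the tested explanations accounted for it.

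In the input series, even-numbered libraries detected more genes than the odd-numbered library just before them in 7 of 10 pairs, by 1887 genes on average (exact sign-flip permutation test, two-sided, p = 0.0332). That test takes the 10 pairs as independent, but they are 4 distinct number pairs, 3 of which recur in all 3 groups. Flipping each number pair in all groups together gave p = 0.25, where the smallest possible is 0.125, so chance cannot be ruled out. Without the pair that holds the library with 538 genes, the difference was 1282 genes in 6 of 9 pairs (exact permutation p = 0.0664), which no longer passes 0.05. If adjacent numbers were portions of one lysate or neighbouring wells, they might resemble each other more than other pairs of their group. Their mean r differed from that of their group by -0.00869 (permutation test, one-sided, p = 0.963), so adjacent numbers showed no closer resemblance.

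Same numbers in different groups did go together in one measure. Over the 6 replicate numbers shared by the 3 groups of the input series, the mean rank correlation between groups was 0.771 for genes detected (exact permutation test, one-sided, p = 0.00292, adjusted 0.0117 over 4 measures). It was 0.276 for total counts, 0.314 for the mitochondrial share and 0.295 for the share of reads not aligned (adjusted p = 0.168 each). Among these numbers, replicate 1 detected the fewest genes and replicate 5 the second fewest in every group. Without replicate 1 the value for genes detected was 0.6 (p = 0.0376, adjusted 0.150), so much of the agreement comes from that number. A step of preparation or a position shared by same-numbered libraries is a candidate explanation, but the labels do not say what the numbers stand for, and this test was chosen after the ranks had been seen.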
